# Defining the Role of Progesterone Signaling in High-Grade Serous Ovarian Cancer Using Fallopian Tube Models

**DOI:** 10.21203/rs.3.rs-9508767/v1

**Published:** 2026-07-16

**Authors:** Diandra M. Vaval Taylor, Jason A. Guerrero, Tova M. Bergsten, Katherine E. Schoenhardt, Angela Russo, Daniel D. Lantvit, Laura M. Sanchez, Joanna E. Burdette

**Keywords:** progesterone, high grade serous ovarian cancer, progesterone receptor, murine oviductal epithelium

## Abstract

**Background:**

Ovarian cancer is the sixth leading cause of cancer-related deaths among women and has the highest mortality rate among gynecologic malignancies. High-grade serous ovarian carcinoma (HGSOC) is the most common and lethal subtype, accounting for approximately 70% of ovarian cancer related deaths. Increasing evidence supports the fallopian tube epithelium; not the ovarian surface epithelium; as the site of origin for HGSOC. The migration of tumorigenic fallopian tube epithelial cells to the ovary and peritoneal surfaces may be influenced by local metabolites and signaling molecules within the tumor microenvironment. While certain metabolites may promote tumorigenesis, others could exert protective effects.

**Results:**

Utilizing mass spectrometry imaging (MSI), we examined the metabolic profile of co-cultures using murine ovaries and tumorigenic murine oviductal epithelial (MOE) cells harboring PTEN knockdown (MOE PTEN^shRNA^). Among the differentially expressed metabolites, progesterone was identified to be significantly increased when tumorigenic cells were in proximity with a murine ovary. In parallel, progesterone significantly reduced the adhesion of tumorigenic cells to the murine ovary. Functionally, treatment with 100nM progesterone inhibited the migration of MOE PTEN^shRNA^ cells. However, this inhibitory effect was not observed in cells harboring additional oncogenic drivers, such as mutant p53 (p53^R273H^). RNA sequencing further revealed that progesterone treatment led to the downregulation of key angiogenesis markers in MOE PTEN^shRNA^ cells. Notably, while combination treatment with progesterone and Olaparib did not alter cellular proliferation, higher concentrations of progesterone were associated with decreased expression of cancer stem cell-like markers.

**Conclusion:**

These findings highlight the value of utilizing fallopian tube derived tumorigenic model systems in studying HGSOC and underscore the potential role of progesterone as a modulator of tumor cell behavior. Our study provides a critical foundation for investigating hormone-mediated regulation of cell migration and its implications for ovarian cancer metastasis.

## Background

Approximately 100,000 women are diagnosed with a form of gynecological cancer per year in the United States^1^. Ovarian cancer (OC) is the sixth leading cause of cancer-related deaths in women and has a five-year survival rate of 50.8% when compared to other cancer types^2^. OC has five epithelial subtypes with high grade serous ovarian carcinoma (HGSOC) being the most common and aggressive accounting for over 70% of OC related deaths^3,4^. HGSOC originates from tumorigenic fallopian tube epithelial cells followed by primary metastasis to the ovary^3,5–9^. The factors causing this primary metastasis from the fallopian tube to the ovary are not fully understood, and there are currently no early detection tools to find this disease while it is still localized to the reproductive tissues. As such, the majority of women present with late-stage disease at which point the cancer has spread within the peritoneal space and eventually becomes chemoresistant. Determining the pathogenesis of early disease and identifying preventative molecules that can block spread, presents an important avenue to discover new therapies for patients.

The tumor microenvironment (TME) consists of many cell types and secreted biomolecules, which can influence cancer cell proliferation and metastasis^10,11^. While HGSOC is traditionally characterized by genomic instability, such as the mutant p53 signature, progesterone and its receptor signaling, may also function as a modulator of tumor progression. Progesterone (P4) is a steroid hormone secreted by the ovary that plays numerous roles in normal human physiology, particularly in the female reproductive system. Increased parity, or number of pregnancies, is associated with a decrease in ovarian cancer risk, likely due to the higher circulating progesterone levels in women during pregnancy when compared with non-pregnant women^12,13^. Further clinical data suggests that women utilizing combination oral contraceptive formulations containing both progesterone and estrogen have a greater risk reduction for developing OC than those receiving low progestin or progestin-free contraceptives^14^. Progesterone binds to the nuclear progesterone receptors (PR-A and PR-B), and the receptor acts as a transcription factor to regulate downstream target genes^15^. Interestingly, recent mechanistic studies support a protective role for progesterone in HGSOC^16–18^. In both the OVCAR3 and ID8 *in vivo* models, progesterone significantly reduced tumor initiation, metastasis, and ascites formation. This effect was mediated via progesterone-induced paracrine signaling from fallopian tube fibroblasts, which secreted IL-6 to trigger ROS-dependent NLRP3-GSDMD pyroptosis in precancerous cells^19^. However, the protective role for progesterone remains controversial. Studies indicates that progesterone receptor (PR) activity may exert context-dependent effects that vary by cell of origin and genetic background. Recent work in mutant p53 fallopian tube epithelium (FTE) models demonstrates that progesterone induces a quiescent state through activation of the DREAM complex, leading to repression of cell cycle associated genes^16^. While this antiproliferative response has been interpreted as tumor suppressive, progesterone signaling in this context also promotes cellular survival and phenotypes associated with dissemination, suggesting that progesterone may facilitate persistence in a dormant state of premalignant cells, providing a potential reservoir for later malignant progression^16^. Together, these observations highlight a critical gap in our understanding of progesterone biology in OC and highlight the need to define how PR signaling influences early tumorigenic events in a context-specific manner. The role of classical PR signaling in mediating protection remains undefined. Furthermore, the impact of endogenous PR expression within FTE derived cell lines that are engineered to form tumors has not been fully explored. Here, we investigate how PR activity influences tumorigenic progression in models that retain physiological receptor expression.

## Methods

### Cell lines

Murine oviductal epithelial cells (MOE, equivalent of human fallopian tube epithelium) were graciously donated by Dr. Barbara Vanderhyden of University of Ottawa, Ottawa ON^9^. MOE cells stably expressing a scrambled shRNA (MOE SCR^shRNA^), shRNA targeting the PTEN gene (MOE PTEN^shRNA^), as well as cell lines with overexpression of R273H mutation in p53 (MOE PTEN^shRNA^ p53^R273H^) and overexpression of G12V mutation in KRAS (MOE PTEN^shRNA^ KRAS^G12V^) had been previously generated in our lab and described^20^. Ishikawa cells stably expressing PR-B under a cytomegalovirus (CMV) promoter, were graciously donated by Dr. Leen Blok of Erasmus University Medical Center, The Netherlands^21^. OVCAR3 were purchased from the American Type Culture Collection and PE01 cells were graciously donated by Dr. Daniela Matei of Northwestern University, Chicago, IL. Immortalized fallopian tube secretory cells FT282 and FT194 were graciously donated by Dr. Ronny Drapkin of the University of Pennsylvania, Philadelphia, PA. MOE cells were maintained in minimum essential medium α (MEM α) (10–022-CV, Corning) supplemented with 10% fetal bovine serum (FBS), 2 mM L-glutamine, 10 mg/mL insulin transferrin-sodium selenite (ITS), 1.8 ng/mL epidermal growth factor (EGF), 100 U/mL penicillin/streptomycin, 1 mg/mL gentamycin, and 18.2 ng/mL 17β-estradiol. Ishikawa PR-B cells were maintained in Dulbecco’s Modified Eagle Medium/Nutrient Mixture F-12 (DMEM/F12) without phenol red (11039–021, Gibco) and supplemented with 5% charcoal-dextran double-stripped FBS, 250 μg/mL of G418 (A1720, Sigma Aldrich) and 125 μg/mL hygromycin B (H3274, Sigma Aldrich) were used for selection. OVCAR3 and PE01 cells were maintained in RPMI 1640 (10–040-CV, Corning) and supplemented with 10% FBS, 2 mM L-glutamine, and 100 U/mL penicillin/streptomycin. FT282 and FT194 were maintained in DMEM/F12 (11320–033, Gibco) and supplemented with 10% FBS, 2 mM L-glutamine, and 100 U/mL penicillin/streptomycin. For experiments involving hormone treatment, after cells have attached, media was changed to phenol red free MEMα (41061–029, Gibco), supplemented with 10% charcoal-dextran double stripped FBS, 2 mM L-glutamine, 10 mg/mL insulin transferrin-sodium selenite (ITS),100 U/mL penicillin/streptomycin, and 1 mg/mL gentamycin 24h prior to start of the assay. All cells were maintained at 37°C in a humidified incubator and 5% CO_2_.

#### Mass Spectrometry Imaging

3D agarose co-cultures were prepared as previously described^22^ and incubated for 4 days at 37°C under 5.0% CO_2_. Following incubation, the co-cultures were removed from the 8-well chamber slides and dried in a 37°C oven for 4h, with samples rotated 90° every hour to ensure uniform drying. MALDI matrix deposition was performed using a commercially available HTX TM Sprayer. The matrix solution consisted of a 1:1 mixture of α-cyano-4-hydroxycinnamic acid (CHCA) and 2,5-dihydroxybenzoic acid (DHB), prepared at a final concentration of 10 mg/mL in acetonitrile:water (90:10, v/v) containing 0.1% trifluoroacetic acid (TFA). MSI data were acquired using a Bruker Autoflex Speed MALDI-TOF LRF (Bruker Daltonics, Billerica, MA) instrument with a resulting field size (X, Y) of 50 μm × 50 μm, operated in positive reflection mode ion mode over a *m/z* scan range of 100–1999. Data processing, visualization was carried out using SCiLS Lab software (Bruker Daltonics, Billerica, MA) and normalized to the total ion count (TIC). Additional analysis methods can be found in supporting information.

#### Western Blot analysis

##### Western Blot analysis

Cells were grown to confluency in a T25 cm^2^ cell culture flask. Once confluent, cells were trypsinized and washed with phosphate buffered saline (PBS). Cell lysates were prepared using RIPA lysis buffer (50mM Tris pH 7.6, 100mM NaCl, 1% Triton X-100, 0.1% SDS) supplemented with protease (4693159001, Roche Applied Science) and phosphatase (P0044, Sigma-Aldrich) inhibitors. Concentration was measured via Bradford assay (5000006, Bio-Rad). Protein (30 μg) was separated by SDS-PAGE, transferred to a nitrocellulose membrane and blocked with 5% non-fat milk. Membranes were incubated overnight in primary progesterone receptor antibody (A0321, Abclonal) and GAPDH (2118, Cell Signaling Technology) was used as a loading control. The next day the membranes were washed and incubated with appropriate horseradish peroxidase (HRP) conjugated secondary antibody. Membranes were developed using SuperSignal West Femto Maximum Sensitivity Substrate (34095, Thermo Fisher Scientific). Images were captured with Azure Biosystems 400 imaging system.

#### Immunofluorescence analysis

Cells were grown on glass coverslips to approximately 70% confluency and were fixed using 4% paraformaldehyde (PFA), permeabilized with 0.2% TritonX-100, and blocked with 1% bovine serum albumin (BSA) in PBS. Cells were then incubated with anti-progesterone receptor (ab101688, Abcam) primary antibody for 1h at room temperature. Cells were then washed with buffer (PBS with 0.05% TritonX-100) and then incubated with rabbit anti-Goat IgG Cross-Absorbed secondary antibody, Alexa fluor 488 (A11078, Thermo Fisher Scientific) for 1h at room temperature. Cells were washed 3X. Nuclei were stained with DAPI (0.1 μg/mL; 62248, Thermo Fisher Scientific,) for 10 minutes at room temperature, washed, then mounted on glass slides using mounting media (H-1000, Vector Laboratories). Images were acquired using 40X objective on a confocal laser microscope (LSM 900) using Airyscan Software.

#### Invasion assay

Matrigel (356234, Corning) was diluted to 300 μg/mL in serum free media. Diluted Matrigel (120 μL) was added to each Boyden chamber insert with 8 μm pores (PIP01250, Millipore) and incubated for 1h at 37°C. After 1h, excess Matrigel was carefully aspirated out of each insert. Each cell line used was collected with trypsin, counted, centrifuged, and resuspended in serum-free medium. Cell lines (120 μL) at a density of 50,000 cells per well was added to the top of each insert while 500 μL of either treatment (10nM R5020) or vehicle (DMSO) was placed in the bottom chamber of the trans well. After 24h incubation at 37°C, the Matrigel and any cells remaining on top of the insert were removed with a sterile cotton swab. Inserts were then fixed with 4% PFA for 5 minutes, permeabilized with 70% methanol for 5 minutes, and stained with 0.2% crystal violet in 10% ethanol for 10 minutes. Inserts were then rinsed 2X with PBS and dried overnight. Images of each insert were captured with Nikon Eclipse TE200 with Toupview software (AmScope, Irvine, CA) and invading cells (fixed at the bottom of the insert) were measured with ImageJ integrated intensity function (imagej.nih.gov).

### Proliferation assay

Cells were plated at a density of 1,000 cells per 90 μL in 96-well plates and allowed to adhere. Cells were treated with vehicle (DMSO),10nM R5020, 200nM progesterone, or 10μM Olaparib. On days 0, and 3 cells were fixed with 20% Trichloroacetic acid (TCA). Cell viability was determined using 0.04% Sulforhodamine B (SRB) via colorimetric detection at 505 nm using a Synergy BioTek plate reader^23^. Absorbance values were normalized to day 0 and growth curves were generated using GraphPad Prism. Software.

#### Wound healing assay

Cells were seeded at 50,000 cells per well of a 24 well plate. A scratch was performed with a P1000 pipette tip, media was removed, wells were rinsed with PBS, and new media was added containing vehicle (DMSO) or treatments. Pictures were taken immediately following scratch, as well as 24h later using Nikon Eclipse TS100 with Toupview software (AmScope, Irvine, CA). Images were analyzed by ImageJ area function (imagej.nih.gov).

##### In vivo study

All animals were treated in accordance with NIH Guidelines for the Care and Use of Laboratory Animals and the established Institutional Animal Use and Care protocol at the University of Illinois Chicago. Mice used for the *in vivo* study were not privately owned and purchased from The Jackson Laboratory. Mice were housed in a temperature and light-controlled environment (12 hours light and 12 hours dark) and provided food and water *ad libitum*. MOE PTENshRNA (10 × 10^6^ cells per mouse) were injected intraperitoneally (i.p.) to 16 Friend Virus B NIH Jackson (FVB) female mice 6–8 weeks in age. Mice were randomized into two groups of 8. Isoflurane was administered via inhalation to anaesthetized and render the mice unconscious prior to surgery and 90-day slow-release pellets containing 150mg progesterone (NP-131, Innovative Research of America) were surgically implanted subcutaneously at the nape of the neck (n = 8) and the other group received no treatment (n = 8). Animals were euthanized 90 days post implantation by CO_2_ asphyxiation followed by cervical dislocation according to approved American Veterinary Medical Association (AMVA) Guidelines, and tumors were collected for histological analysis.

#### Immunohistochemistry

Tumors were fixed in 4% PFA for 24h followed by dehydration and paraffin embedding. Paraffin blocks were sectioned consecutively at 5μM thickness. Hematoxylin and eosin staining (H&E) and Immunohistochemistry (IHC) were performed as previously described^24^. Tissue sections were incubated overnight at 4°C with the following primary antibodies: Pax8 (1:200, 10336–1-AP, Proteintech) and PR (1:100, sc-810, Santa Cruz Biotechnology). Following primary antibody incubation, sections were washed and incubated for 30 minutes with biotinylated secondary antibodies (1:200), goat anti-rabbit (BA-1000, Vector Laboratories) and goat anti-mouse (BA-9200, Vector Laboratories). Signal detection was performed using the VECTASTAIN ABC kit (PK-4000, Vector Laboratories) in combination with DAB substrate (SK-4100, Vector Laboratories) according to the manufacturer’s instructions. Sections were then mounted using Vectashield mounting medium (H-1000, Vector Laboratories). Slides were imaged using a Nikon E600 Eclipse microscope with a CMOS C-Mount microscope camera.

### cDNA synthesis and qRT-PCR

Primer sequences can be found in Table 1. Cells were seeded at 200,000 cells per well in a 6 well plate and treated with either progesterone or vehicle (DMSO) for 24h. RNA was isolated using TRIzol reagent (15596018, Fisher Scientific) according to manufacturer’s instructions. Total RNA (1 μg) was converted to cDNA using iScript cDNA Synthesis Kit (170–8891, Bio-Rad). qRT-PCR measurements were performed using the CFX connect Real-Time PCR Detection System (Bio-Rad) and SYBR Green (A25780, Fisher Scientific) according to the manufacturer’s protocol. Samples were normalized to the housekeeping gene, *18S*.

### RNA isolation and RNA sequencing

RNA libraries (three technical replicates/treatment) were generated. Total RNA was extracted from MOE PTEN^shRNA^ treated with either vehicle (DMSO) or 200nM progesterone using the Qiagen RNeasy mini kit (Qiagen, 74104) according to the manufacturer’s protocol. The concentration of mRNA was determined by a Nanodrop. The Genomics Core Facility at Northwestern University performed RNA quality determination, mRNA enrichment, library construction, sequencing, and transcriptome statistical analysis.

#### Ex vivo adhesion to the ovary

Mice used for the *ex vivo* adhesion assay were not privately owned and purchased from Taconic Biosciences. Ovaries were collected from 16–17-day old CD1 mice that were euthanized by CO_2_ asphyxiation followed by cervical dislocation according to approved AMVA guidelines. Ovaries were incised with a scalpel blade to mimic ovulation. Each ovary was incubated with 30,000 fluorescently labeled (C34552, Invitrogen) cells and treated either with progesterone or vehicle (DMSO). Incubation was performed on an orbital shaker at 37°C at 40 rpm for 24h. After incubation, ovaries were washed 2X with PBS to remove non-adhered cells, and ovaries were examined using a Nikon Eclipse TS100 inverted microscope. The number of fluorescent cells attached to each ovary was counted on both sides of ovary and averaged.

### Statistical analysis

All data are represented as mean ± standard error. Statistical analyses were conducted using Prism software (GraphPad version 11.0). All conditions were tested in at least three biological and technical replicates. Statistical significance was determined by Student’s t-test or one-way ANOVA with Dunnett’s post-hoc test. p < 0.05 was considered statistically significant.

## Results

### Mass spectrometry imaging reveals that progesterone secretion is increased when tumorigenic fallopian tube epithelial cells are co-cultured with ovary.

Fallopian tube cells that give rise to HGSOC are located at the proximal end of the fallopian tube and are directly next to the ovary where they are influenced by secreted ovarian factors during transformation and metastasis^25–29^. Mass spectrometry imaging (MSI) has been used previously to study the unique metabolites that accumulate at the interface between fallopian tube cell cultures and 3D ovarian tissue explants^5,22,30,31^. We sought to characterize additional metabolites that accumulate when tumorigenic cells are grown adjacent to an ovary. Tumorigenic murine oviductal epithelial (MOE) cells that were previously engineered^9,32^ with knockdown of the tumor suppressor PTEN via shRNA (MOE PTEN^shRNA^) were co-cultured with murine ovary. MSI identified a signal with *m/z* 315 to have an increased ion intensity at the interface of tumorigenic MOE cells and the ovary when compared to media control, MOE Scramble^shRNA^ (MOE SCR^shRNA^), or murine ovarian surface epithelial cells (MOSE) (Figure 1A). We validated *m/z* 315 to be progesterone using LC-MS and MS/MS (Figure 1B,C). Using a commercial progesterone standard, we observed a retention time (RT) of 5.7 minutes, which aligned with the elution peak seen in the MOE PTEN^shRNA^ + ovary extract. When both the standard and extract were co-injected, the resulting extracted ion chromatogram (EIC) showed a 10-fold increase in intensity with no deviation in RT (Figure 1B). Additionally, tandem MS/MS analysis confirmed that the precursor ion detected in MOE PTEN^shRNA^ + ovary extracts matched the progesterone standard, with all six MALDI fragment ions shared between samples, demonstrating the presence of progesterone in the co-culture extracts (Figure 1C). Together, these data suggest that MOE PTEN^shRNA^ tumorigenic cells stimulate the ovary to secrete increased levels of progesterone when compared to non-tumorigenic MOE SCR^shRNA^ and MOSE in co-culture.

### MOE PTEN ^shRNA^ cells express endogenous progesterone receptor.

Progesterone exerts many of its biological effects primarily through binding to nuclear PR and modifying gene expression of target genes. After diffusing across the cell membrane, progesterone binds to PR in the cytoplasm, inducing a conformational change that promotes receptor dimerization and dissociation from heat shock proteins^33–36^. The activated PR complex then translocate to the nucleus and binds to specific DNA sequences known as progesterone response elements (PRE), leading to chromatin remodeling and transcriptional regulation of genes involved in proliferation, differentiation, inflammation, and apoptosis^33–36^. We next wanted to determine the best model to study physiological PR signaling. Previous studies use human derived cell lines of ovarian (OVCAR3, PE01)^37^ and fallopian tube origin (FT194, FT282) to determine the impact of progesterone in HGSOC. Since we aimed to uncover physiological receptor signaling, we did a Western blot to analyze expression of PR in murine and human derived cell line models. MOE PTEN^shRNA^ had adequate physiological PR expression when compared to other cell lines (Fig. 2A). We used Ishikawa PR-B cells which have a human endometrial origin as a positive control as it has an over expression construct of PR-B. Of the human cell lines tested (OVCAR3, FT194, FT282, PE01) none of them had detectable PR expression (Fig. 2B) suggesting that any effects observed with addition of progesterone in previous studies is due to non-nuclear receptor mediated signaling. To assess PR expression, we performed immunofluorescence staining for nuclear PR in MOE PTEN^shRNA^ cells, which express PR, and MOE PTEN^shRNA^p53^R273H^ cells, which exhibit minimal PR expression as confirmed by Western blot (Fig. 2A). We observed the presence of nuclear PR in MOE PTEN^shRNA^ further confirming physiological expression of PR (Fig. 2C). These findings establish MOE PTEN^shRNA^ cells as a physiologically relevant model for investigating PR activity in the context of HGSOC.

### Synthetic progestin, R5020, suppresses tumor cell migration in vitro, but slow-release progesterone pellets does not alter disease progression in vivo.

To specifically uncover PR dependent signaling, we utilized the synthetic progestin R5020 (promegestone), a highly potent and selective PR agonist. R5020 is metabolically stable and resistant to rapid enzymatic conversion^38^, allowing for sustained and consistent receptor activation *in vitro*. Importantly, R5020 exhibits minimal cross-reactivity with other steroid hormone receptors, including androgen and glucocorticoid receptors^39,40^. To determine a phenotypic role for PR activity we performed 2D cell culture assays. Treatment with 10nM R5020 had little effect on invasion, proliferation, or migration in cell lines that had PR (MOE PTEN^shRNA^) and cell lines that have low PR expression (MOE PTEN^shRNA^p53^R273H^) (Fig. 3A, B, C). When the concentration was increased to 100nM R5020, we observed a significant decrease in the migration of MOE PTEN^shRNA^ but not MOE PTEN^shRNA^p53^R273H^ (Fig. 3D). These data suggests that PR activity may have a protective effect in HGSOC models that have endogenous PR expression. Next, we examined the effects of progesterone *in vivo* using ovariectomized mice. To investigate the effects of progesterone *in vivo*, female FVB mice (n = 8/group) were i.p. injected with 10×10^6^ MOE PTEN^shRNA^ cells. Slow release 90-day progesterone pellets or negative controls (untreated) were surgically implanted 2 weeks following cell injection. There were no changes in survival in progesterone treated groups when compared to untreated controls (Fig. 4A), and hematoxylin and eosin (H&E) staining aided in the visualization of tumors in both untreated and progesterone treated groups (Fig. 4B). To confirm ovarian tumors, we examined PAX8 expression by immunohistochemistry (IHC). PAX8 is a lineage-specific transcription factor and master regulator of tumor cell migration and is a suitable marker for fallopian tube derived OC^41–43^. Furthermore, we observed that progesterone treatment enhanced PR expression in MOE PTEN^shRNA^ derived tumors, demonstrating that ligand exposure drives receptor upregulation in this model (Fig. 4B). These data demonstrate that a progestin reduced migration of tumorigenic cells *in vitro*. However, progesterone did not impact survival *in vivo*.

### Progesterone treatment reduces the expression of Pdgfb and Vegfa, important markers for cancer progression.

To monitor PR signaling in MOE cells, we first tested canonical genes in the PR signaling pathway using quantitative real time PCR (qRT-PCR) analysis, which revealed an increase in Amphiregulin (*Areg*) and FKBP prolyl isomerase 5 (*FKBP5*) in MOE PTEN^shRNA^ cells treated with 200nM progesterone (Fig. 5A). AREG is a known progesterone responsive growth factor and FKBP5 is a co-chaperone within the PR complex; upregulation of these genes supports that there was activation of PR signaling^44–48^. Next, we wanted to uncover target genes regulated by PR that might have played a role in the delayed migration that was observed. 

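MOE PTEN shRNA cells are murine oviductal epithelial cells in which a short hairpin RNA lowers *Pten*. Libraries of poly(A) mRNA were made from cells treated with 200nM progesterone and from cells treated with vehicle (DMSO), 3 per treatment, and the sample labels give 24h of treatment. The paper's methods call the libraries of a treatment technical replicates, so no p-value from them speaks for cultures beyond these 6 libraries. The deposited values are raw counts per Ensembl gene on the mouse build mm39, for which the submitters list cutadapt, STAR and HTSeq. Total counts per library were 46577858, 40788240 and 41991576 with progesterone and 44227307, 47601965 and 40709932 with DMSO. The files list 56980 genes, of which 30098 had any count and 15106 had enough counts to be tested. The counts were normalized by TMM to the library totals (CPM) and compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, at an adjusted p under 0.05. Libraries of the same replicate number deviated together from their group means. The correlations across genes, which are not independent replicates, were 0.52, 0.79 and 0.72 for libraries of the same number and −0.68 to 0.17 for libraries of different numbers. Results from a further fit, with the replicate number as a block, are therefore given beside those without the block where they differ in a call. P-values without the block rest on the spread between the libraries of a treatment. Those with it rest on the spread of the treatment difference across pairs of the same number. In both fits edgeR also draws on the spread of other genes. Its p-values and standard errors thus do not rest on a gene's own libraries alone.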

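*Lrp2* (ENSMUSG00000027070), which encodes the endocytic receptor megalin, was at 92.0 ± 23.5 CPM (normalized counts; SD, n = 3) after progesterone and at 66.1 ± 13.5 CPM (SD, n = 3) with DMSO. *Tshr* (ENSMUSG00000020963), which encodes the receptor for thyroid-stimulating hormone, was at 26.7 ± 14.2 CPM (SD, n = 3) after progesterone and at 19.7 ± 11.8 CPM (SD, n = 3) with DMSO. Both genes rose in the fit with the replicate number as a block, and both were higher in 3 of 3 pairs of libraries with the same number. They were the 2 genes past edgeR's threshold in that fit, while DESeq2 with the block called 3 higher and 7 lower genes, *Lrp2* among them, and its independent filtering left *Tshr* without an adjusted p. Without that filtering DESeq2 called 2 higher genes, again *Lrp2* and *Tshr*, and 1 lower gene, *Clca3b*. The log2 fold change of *Lrp2* was 0.47 (standard error 0.039, adjusted p = 0.000689 from edgeR's quasi-likelihood test). *Tshr* had a log2 fold change of 0.46 (standard error 0.051, adjusted p = 0.00885 from the same edgeR test). Without the block, edgeR called 0 differentially expressed genes, and the log2 fold changes were 0.48 (standard error 0.21) for *Lrp2* and 0.44 (standard error 0.52) for *Tshr*. At an unadjusted p under 0.05 there were 34 higher and 23 lower genes without the block, and 570 higher and 506 lower genes with it, 1076 in all. Where no gene differs, about 755 would be expected from a test whose libraries are exchangeable. Libraries paired by number are not, and the fit without the block counts differences between numbers as spread. Its few genes and 0 calls therefore do not show that no gene changed. DESeq2 and limma-voom without the block also called 0 differentially expressed genes, with 19 and 61 at an unadjusted p under 0.05. Among the genes with the smallest p without the block, none of which passed, were *Ephx2*, which encodes an epoxide hydrolase, with a log2 fold change of 1.20 (standard error 0.31), and *Klf2*, which encodes a Krüppel-like transcription factor, with −0.63 (standard error 0.16). Leaving out the first, the second or the third pair from the fit with the block gave 26 (9 lower), 19 (6 lower) or 5 (1 lower) differentially expressed genes, *Lrp2* and *Tshr* among them each time. Of the 26, 9 are mitochondrial genes, all higher, but the 7 mitochondrial mRNAs among them were lower in the first pair, by log2 differences of −0.63 to −0.49, and lay between −0.06 and 0.02 with the block over all pairs. Without the block, leaving out progesterone replicate 2 alone turned the log2 fold change of *Tshr* to −0.07, while with the block and a whole pair left out it stayed between 0.42 and 0.53.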

RNA sequencing of MOE PTEN^shRNA^ cells treated with 200nM progesterone identified 16 differentially expressed genes compared to vehicle (DMSO) treated cells, with eight genes being downregulated following progesterone exposure (Fig. 5B). Notably, platelet-derived growth factor B (*Pdgfb*) emerged as a significantly downregulated transcript in response to progesterone treatment, which was subsequently validated by qRT-PCR. 

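*Pdgfb* (ENSMUSG00000000489), which encodes the platelet-derived growth factor chain that recruits pericytes to new vessels, was at 347 ± 87.0 CPM (SD, n = 3) after progesterone and at 388 ± 92.8 CPM (SD, n = 3) with DMSO. It was lower with progesterone in 3 of 3 pairs, by log2 differences of −0.24, −0.19 and −0.07. The difference between the group means was smaller than the spread between the libraries of a treatment. Without the replicate block, the log2 fold change of *Pdgfb* was −0.16 (standard error 0.24, adjusted p = 0.99998 from edgeR's quasi-likelihood test). An exact permutation test of its 6 CPM values gave a two-sided p of 0.6, where the smallest that 3 libraries against 3 allow is 0.1. An exact test that exchanges treatments within the pairs gave p = 0.25, the smallest that 3 pairs allow. With the replicate number as a block, the log2 fold change of *Pdgfb* was −0.17 (standard error 0.034, adjusted p = 0.197 from edgeR). Adjusted over the list alone, that of the angiogenesis genes, its adjusted p from edgeR was 0.00567, but the study picked *Pdgfb* on these libraries, so this is not independent evidence. DESeq2 with the block gave *Pdgfb* an adjusted p of 0.0369 over the 4270 genes its independent filtering kept and of 0.101 over all 15106. Without the block, leaving out progesterone replicate 1 or DMSO replicate 2 turned the log2 fold change of *Pdgfb* to 0.02 or 0.03, while with the block and a whole pair left out it stayed between −0.22 and −0.13.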

Given that *Pdgfb* is a key regulator of angiogenesis, we next assessed the expression of vascular endothelial growth factor A (*Vegfa*), another critical mediator of angiogenesis and tumor progression^49–51^, and found that it was also downregulated in MOE PTEN^shRNA^ when treated with 200nM progesterone. These findings collectively indicate that 200nM of progesterone suppresses key angiogenic mRNA as evidenced by the coordinated downregulation of *Pdgfb* and *Vegfa*.

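*Vegfa* (ENSMUSG00000023951), which encodes a growth factor for endothelial cells, was at 19.8 ± 2.04 CPM (SD, n = 3) after progesterone and at 21.8 ± 1.62 CPM (SD, n = 3) with DMSO, lower in 3 of 3 pairs. Of 35 measured genes of angiogenesis, 11 were lower and 7 were higher with progesterone in all 3 pairs. Among the lower ones were *Adm*, the vasodilator peptide adrenomedullin, with a log2 fold change of −0.24 (standard error 0.042) with the replicate number as a block, and *Dll4*, a Notch ligand that restrains vessel sprouting, with −0.25 (standard error 0.064). *Ptgs2*, the cyclooxygenase that makes prostaglandins, had a log2 fold change of −0.26 (standard error 0.078) in the same fit. *Kdr*, which encodes a receptor for VEGFA, went the other way, with 0.41 (standard error 0.11). Without the block, *Vegfa* had a log2 fold change of −0.13 (standard error 0.11, adjusted p = 0.99998 from edgeR's quasi-likelihood test). The exact two-sided permutation test gave p = 0.3 for *Vegfa*, and the exact test that exchanges treatments within the pairs gave p = 0.25, the smallest that 3 pairs allow. With the block its log2 fold change was −0.14 (standard error 0.047, adjusted p = 0.593 from edgeR, and 0.0697 adjusted over the list alone). Over all genes tested, edgeR called 0 of the 35 with or without the block, and at an unadjusted p under 0.05 there were 4 higher and 10 lower members with it and 0 without it. Adjusted over the list alone, 0 passed without the block, and 1 higher gene (*Kdr*) and 4 lower genes (*Adm*, *Pdgfb*, *Dll4* and *Ptgs2*) passed with it. As a set, the list did not pass limma's camera test with the block (adjusted p = 0.355) or without it (adjusted p = 0.993). Without the block, leaving out single libraries turned the direction of *Dll4* and *Ptgs2*, with log2 fold changes of up to 0.16 and 0.21, while with the block and a whole pair left out they stayed between −0.32 and −0.18 and between −0.33 and −0.17. From the lower *Pdgfb* in RNA sequencing and qRT-PCR and the lower *Vegfa* (Fig. 5B and 5C), the paper infers that 200nM progesterone suppresses angiogenic transcripts.

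**Figure D1:**
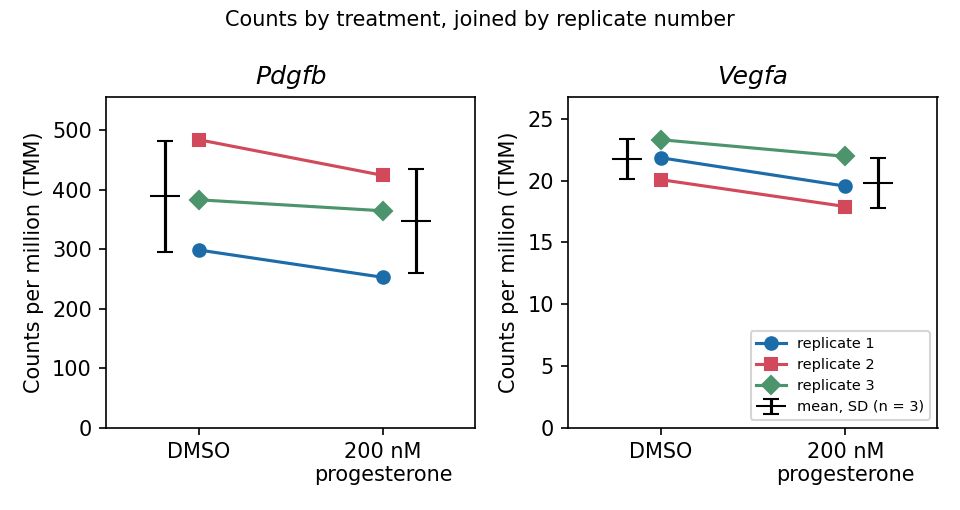
CPM scaled by TMM (vertical axes) of *Pdgfb* and *Vegfa* in cells treated with DMSO or with 200nM progesterone, 1 marker per library, joined by replicate number. Bars give the mean and SD of each treatment (n = 3), and all 3 lines slope down in both panels.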

### Progesterone reduces adhesion and stem cell markers but does not enhance olaparib sensitivity.

Previous literature suggested that progesterone when combined with Olaparib or other PARP inhibitors increased cytotoxicity^37,52^. However, in most of the cell models used for these studies, the cancer cells do not express PR. To investigate if this combination was effective in a cell line with PR, we monitored proliferation after treatment with 200nM progesterone or 10μM Olaparib. We did not find any significant changes in cell proliferation in MOE PTEN^shRNA^ cells (Figure S1). Since we detected increased progesterone when ovaries were co-cultured with tumorigenic cells derived from the fallopian tube, we then sought to determine if this could impact adhesion of MOE cells onto the ovary. We used an *ex vivo* adhesion assay developed in our lab with fluorescently tagged MOE PTEN^shRNA^ that are used to quantify adhesion of the cells onto the surface of the ovary. Using this model, we detected that the addition of 10μM of progesterone significantly decreased adhesion of tumorigenic cells to the ovarian surface (Fig. 6A). Lastly, our lab has demonstrated that cells with increased expression of cancer stem cell markers, such as ALDH1A3 and CD44 had increased ovarian adhesion particularly in response to loss of PAX2, a transcription factor known to play a role in early disease^53^. We confirmed that progesterone treatment for 24h decreased expression of both markers in MOE PTEN^shRNA^ cells (Fig. 6B). Together, these findings suggest that progesterone reduced adhesion of MOE PTEN^shRNA^ to *ex vivo* ovaries and reduced cancer stem cell like markers via qRT-PCR, but did not enhance PARP inhibitor toxicity.

## Discussion

Progesterone signaling remains a critical and understudied regulator of HGSOC progression. Given the clinical association between progesterone containing birth control, high levels of progesterone during pregnancy, and improved outcomes in HGSOC, we sought to define the functional consequences of progesterone signaling in a PR expressing murine FTE cell models. Our findings demonstrate that progesterone signaling delays tumor cell migration *in vitro* and modulates expression of key angiogenic factors, *Pdgfb* and *Vegfa* in MOE PTEN^shRNA^ cells. However, these molecular and phenotypic changes did not translate into improved survival *in vivo*, highlighting the intricate effects of progesterone signaling in tumor progression.

The majority of epidemiological studies have shown that PR signaling is protective against the risk of developing HGSOC^37,52,54^, but many *in vitro* studies aimed at the mechanisms of protection often rely on cell models in which PR expression is not always verified or is achieved through overexpression^19,36^. Another facet to consider is that a large portion of studies done on progesterone action focused on ovarian surface epithelial cells, when it is now recognized that HGSOC originates from the fallopian tube^7,8,22^. In order to determine the effects of PR in fallopian tube models that have clinical relevance, we used a fallopian tube derived murine model that endogenously expresses PR. It was interesting to uncover that when PTEN was knocked down and coupled with p53^R273H^ mutation the amount of PR expressed was notably downregulated. The role of progesterone signaling in HGSOC remains controversial, as both tumor-suppressive and tumor-promoting effects have been reported depending on the experimental model and cellular context^55^. Several studies have suggested that progesterone is protective against OC, particularly in models derived from the FTE^17,19,37,52,54,56–58^. In these systems, PR activation has been shown to promote differentiation, suppress proliferation, and limit inflammatory and wound-healing responses, all of which are consistent with a tumor-suppressive role for progesterone signaling. In contrast, studies using alternative genetic models, including those driven by MISR2-Cre, have reported that progesterone signaling can enhance tumor progression or fail to provide protection^16,18,59^. Importantly, MISR2-Cre based models target Müllerian-derived tissues broadly, including stromal and mesenchymal compartments. Because stromal and non-epithelial cells respond differently to steroid hormones, the apparent pro-tumorigenic effects of progesterone observed in these systems may reflect differences in cell of origin. These distinctions highlight the importance of considering the cell of origin in HGSOC. 

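Genes of migration and epithelial-mesenchymal transition were more often lower than higher in MOE PTEN shRNA cells after 24h with 200nM progesterone, by small amounts. Of 42 measured members of the list, 12 were lower and 4 were higher in all 3 pairs of libraries, and the median log2 fold change was −0.05 with the replicate number as a block. *Serpine1*, an inhibitor of plasminogen activators, had a log2 fold change of −0.20 (standard error 0.043) and averaged 118 CPM with progesterone and 134 CPM with DMSO (n = 3 each). *Itga5*, the fibronectin-binding integrin subunit, had a log2 fold change of −0.13 (standard error 0.039). *Plau*, which encodes a plasminogen activator, had 0.11 (standard error 0.044). The list also holds *Cdh1*, which encodes the epithelial cadherin that is lost in this transition. It was lower in 3 of 3 pairs (−0.45, standard error 0.23), at only 0.54 CPM with progesterone and 0.74 CPM with DMSO. A count of lower members is thus not a count of lower pro-migratory genes. Over all genes tested, edgeR's quasi-likelihood test called 0 of the 42 in either fit, and adjusted over the list alone it called 1, *Serpine1*, with the block and 0 without it. At an unadjusted p under 0.05 there were 10 lower and 1 higher members with the block and 0 without it. As a set, the list was lower by limma's camera test with the block (adjusted p = 0.0303), but not without it (adjusted p = 0.384). The call was lost with an estimated correlation (p = 0.363 with an estimated correlation), and when the first or the second pair was left out (adjusted p = 0.0931 and 0.76). Without the block, leaving out progesterone replicate 1 or DMSO replicate 2 turned the direction of the list to higher (adjusted p = 0.775 and 0.754), and leaving out single libraries turned that of *Serpine1* and *Itga5*, with log2 fold changes of up to 0.05 and 0.20. With the block and a whole pair left out, they stayed between −0.28 and −0.16 and between −0.17 and −0.06.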

Our findings, obtained in a fallopian tube epithelial derived system with physiological PR expression, support the notion that progesterone signaling can suppress pro-migratory and angiogenic transcripts in MOE cells, even though these effects may be lost as additional oncogenic mutations accumulate, such as p53, or when tumor initiation occurs outside the FTE.

The current studies were designed to determine whether a physiologically relevant, low concentration of progesterone could elicit a measurable effect. We therefore initiated our experiments using 10nM of the synthetic progestin R5020. However, because this dose did not produce a significant phenotypic response, we increased the concentration to 100nM R5020. This concentration remains substantially lower than the 100μM doses commonly reported in prior studies^18^. At the higher concentration, we limited our *in vitro* assessment to only the wound healing phenotypic assay to prioritize evaluation of progesterone effects *in vivo*. Our *in vivo* study used ovariectomized mice because we did not want to have hormonal influence, but we did not see any changes in survival in the progesterone treated groups. This could suggest that future studies could investigate if the ovary is essential for detecting PR related protection^17,55,57,60,61^.

Treatment of MOE PTEN^shRNA^ cells with 100nM R5020 resulted in a significant reduction in cell migration, as assessed by the wound healing assay, indicating an impairment in motility. We performed RNA sequencing which revealed a decrease in *Pdgfb* expression following progesterone treatment. This finding is important as *Pdgfb* is a key regulator of extracellular matrix (ECM) remodeling and stromal activation, processes that promote a fibrotic and stiff TME. Elevated *Pdgfb* expression has been associated with increased tumor stiffness, enhanced invasiveness, and chronic wound healing in multiple cancer types^62^. Given the established role of *Pdgfb* in angiogenesis, we also wanted to evaluate the expression of *Vegfa*, a well characterized pro angiogenic factor. Consistent with the reduction in *Pdgfb*, *Vegfa* expression was also decreased in progesterone treated groups, suggesting a possible suppression in migratory and angiogenic signaling pathways. Despite changes in *Pdgfb* and associated angiogenic signaling, progesterone was not sufficient to impact tumor formation in our *in vivo* model. Our results support a context-dependent model of progesterone signaling in which PR activity does not function in isolation but is influenced by interacting pathways that shape its biological effects. In line with this, progestin has been shown to synergize with vitamin D to suppress early tumorigenic phenotypes in fallopian tube models^63^, further suggesting that the impact of progesterone signaling may depend on cooperative signaling networks that modulate whether downstream outcomes favor quiescence, survival, or tumor suppression.

Tumor behavior is strongly influenced by local metabolic and stromal interactions; future studies will benefit from approaches that preserve spatial information within the TME. Here we used MSI as a powerful approach that allows direct visualization of metabolites within biological samples and revealed localized signaling networks that are not detectable by RNA sequencing or protein analysis. MSI approaches have begun to identify metabolic signatures associated with OC progression^64–67^, and can provide additional insight into how progesterone signaling alters local communication between epithelial, stromal, and immune compartments. Using MSI to identify progesterone -regulated metabolites could further clarify the mechanisms by which hormone signaling influences tumor behavior *in vivo*.

## Conclusions

MSI identified progesterone as a small molecule that had increased abundance when the ovary was in proximity with tumorigenic cells of FTE origin. Although progesterone did not induce dramatic transcriptional shifts in the MOE PTEN^shRNA^ cells, it impaired migration in tumorigenic cells and at higher concentrations reduced ovarian adhesion, supporting a protective role for progesterone signaling.

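Differences between progesterone- and vehicle-treated cells were small for most well expressed genes. Of 6119 genes with a mean above 5 on the log2 CPM scale, 99.95% had a log2 fold change under 0.25 in size with the replicate number as a block. Of all 15106 genes tested, many of them at lower CPM, 341 had one of 0.5 or more in size and 14 one of 1 or more. The 3 exceptions among the well expressed genes, picked after their values were seen, were *Lrp2*, *Tpt1* and *Fosb*. *Tpt1*, which encodes an abundant translationally controlled protein, had a log2 fold change of 0.28 (standard error 0.058, adjusted p = 0.215 from edgeR's quasi-likelihood test) and was higher in 3 of 3 pairs. *Fosb*, an immediate early transcription factor, had a log2 fold change of −0.46 (standard error 0.26, adjusted p = 0.756 from edgeR), with −1.77 in the first pair, 0.25 in the second and 0.08 in the third. Leaving out the first pair turned the value of *Fosb* to 0.16. Fold changes across these 6119 genes had weak correlations between pairs 1 and 2, 1 and 3, and 2 and 3, of 0.16, 0.04 and 0.07 (Pearson) and 0.23, 0.04 and 0.07 (Spearman). The Spearman values were 0.32, 0.14 and 0.12 across the 1888 genes with a mean above 7. Of the 15106 genes, 28.2% moved the same way in all 3 pairs, where chance gives 25%, and 379 (2.51%) had no overlap between the treatments' libraries, where chance gives 10% for exchangeable libraries, which libraries paired by number are not.

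**Figure D2:**
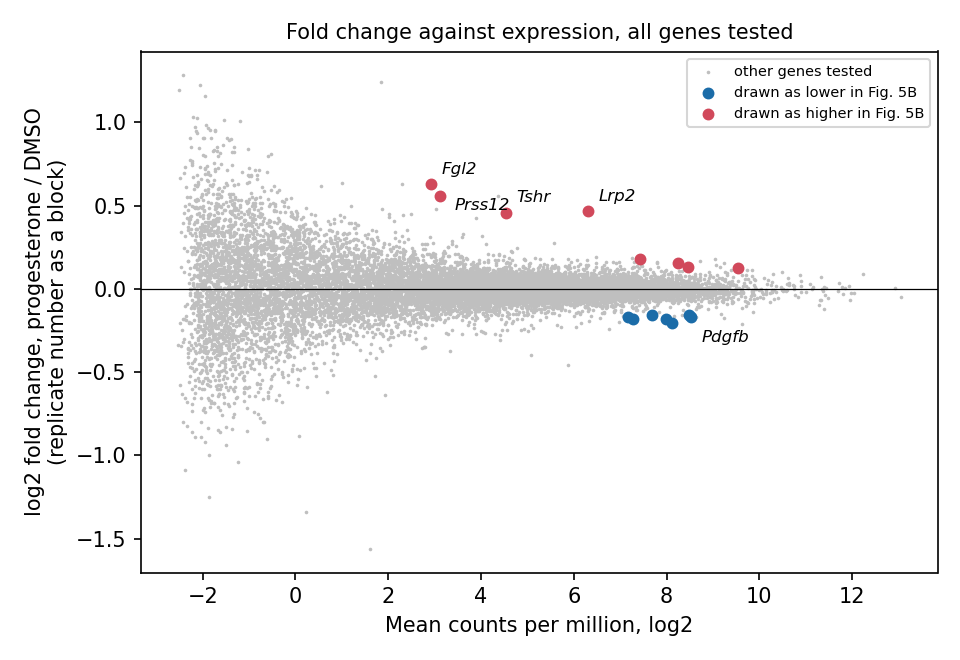
log2 fold change of progesterone against DMSO, with the replicate number as a block (vertical axis), against the log2 of the mean CPM (horizontal axis), 1 point per gene tested. Genes drawn in Fig. 5B as lower are blue and those drawn as higher are red. The spread of the grey points narrows as CPM rises, and *Lrp2* lies apart from genes of like CPM.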

## Supplementary Material

Supplementary Files

This is a list of supplementary files associated with this preprint. Click to download.

- supportinginformationDVT.docx
- uncroppedblotsV3.pdf

## Figures and Tables

**Figure 1:**
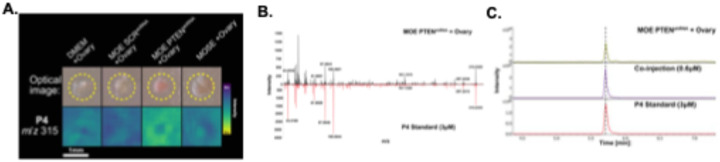
Co-culture with fallopian tube tumorigenic cells and murine explants increases progesterone: A. Ovary explants cultured with media, non-tumorigenic scrambled (MOE SCR^shRNA^) control, tumorigenic MOE PTEN^shRNA^, or murine ovarian surface (MOSE) cells. Ovaries are indicated on the optical image by a yellow dotted line. The *m/z* 315 signal in the MOE PTEN^shRNA^+Ovary condition shows an increased ion intensity. B. MOE PTEN^shRNA^ +murine ovary extracts were analyzed by LC-MS. The progesterone (P4) standard eluted at a retention time (RT) of 5.7 minutes (bottom), aligned with the elution peak of the MOE PTEN^shRNA^+Ovary extract (top). When both the standard and extract were co-injected (middle), the resulting extracted ion chromatogram (EIC) showed a 10-fold increase in intensity with no deviation in RT, validating via RT. C. Using a Bruker Daltonics timTOF flex instrument, the precursor ion of m/z 315.2325 from the MOE PTEN^shRNA^+Ovary extract (top) and m/z 315.2333 from the P4 standard were fragmented using a collision energy of 25 eV and an isolation width of m/z 3.18. Tandem MS/MS of the P4 standard (bottom) produced six MALDI fragments, all of which were shared with the MOE PTEN^shRNA^+Ovary extract (top).

**Figure 2:**
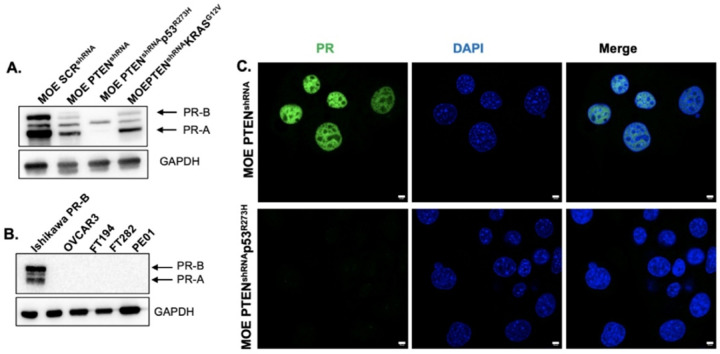
Endogenous expression of progesterone receptor in murine oviductal epithelial cells. A. Representative western blot for progesterone receptor (PR) isoforms A and B in murine oviductal epithelial (MOE) cells; MOE SCR^shRNA^, MOE PTEN^shRNA^, MOE PTEN^shRNA^p53^R273H^, MOE PTEN^shRNA^KRAS^G12V^. B. Representative western blot for PR isoforms A and B in human cell lines; Ishikawa PR-B, OVCAR3, FT194, FT282, PE01. GAPDH was used as loading control. C. Representative immunofluorescence images for PR expression in MOE PTEN^shRNA^ and MOE PTEN^shRNA^p53^R273H^ cells. DAPI was used as a nuclear stain. Scale bar=20 μm

**Figure 3:**
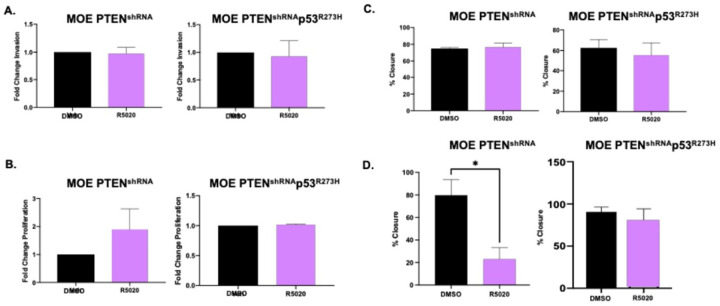
Progestins suppress tumor cell migration, but not invasion or proliferation in MOE PTEN^shRNA^ cells *in vitro*. A. Boyden chamber invasion assay, MOE PTEN^shRNA^ and MOE PTEN^shRNA^p53^R273H^ were treated with either vehicle (DMSO) or 10nM R5020 for 24h. B. Cell proliferation was assessed using the sulforhodamine B (SRB) assay. MOE PTEN^shRNA^ and MOE PTEN^shRNA^p53^R273H^ were treated with DMSO or 10nM R5020 for 72h. C. Cellular migration was assessed by the wound healing assay. MOE PTEN^shRNA^ and MOE PTEN^shRNA^p53^R273H^ were treated with DMSO or 10nM R5020 for 24h D. Cellular migration of MOE PTEN^shRNA^ and MOE PTEN^shRNA^53^R273H^ following treatment with DMSO or 100nM R5020 for 24h. Statistical significance was determined using Students *t* test p<0.05.

**Figure 4:**
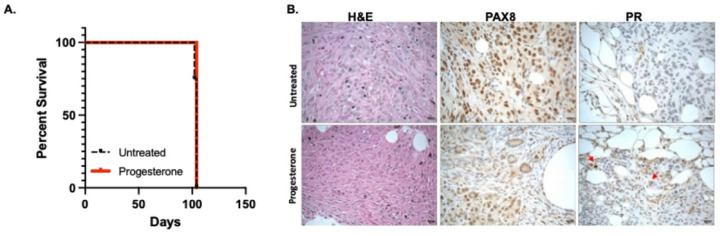
Progesterone does not increase survival in a syngeneic MOE PTEN^shRNA^ fallopian tube epithelium model. A. Kaplan-Meier Survival analysis comparing untreated control and progesterone treated mice. B. H&E staining showing the histomorphology of paraffin embedded tumor tissue sections of untreated and progesterone treated animals; immunohistochemical (IHC) staining for PAX8 and progesterone receptor (PR) in tumors recovered from untreated and progesterone treated mice. Representative tumor sections were stained for PAX8 and PR to assess epithelial identity and hormone receptor expression, respectively. Red arrows indicate regions with higher PR expression. Scale bar=20 μm

**Figure 5:**
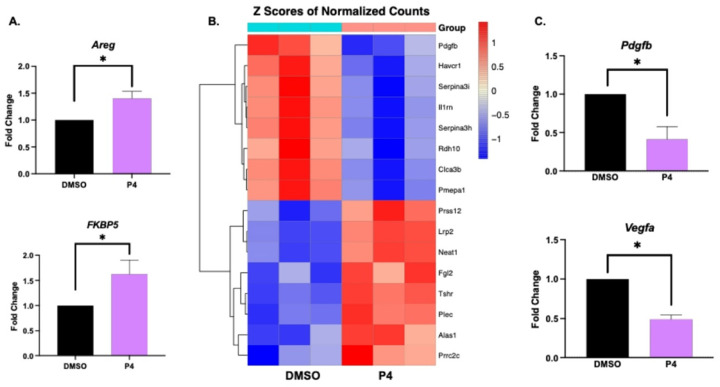
RNA-seq reveals transcriptional changes when MOE PTEN^shRNA^ is treated with progesterone. A. Quantitative real-time PCR (qRT PCR) assessing the relative mRNA expression of *Areg* and *FKBP5* in MOE PTEN^shRNA^ treated with DMSO or 200nM Progesterone (P4). Expression changes were normalized to *18s*. B. Heat map showing fold change in gene expression for differentially expressed genes that were significantly changed in MOE PTEN^shRNA^ treated with DMSO or P4. Each row represents a gene and each column represents an individual sample. Colors indicate relative fold change in expression as shown in the scale bar. C. Relative mRNA expression levels of *Pdgfb* and *Vegfa* confirm RNAseq and were normalized to *18s*. Data are presented as fold change compared to DMSO control. Results are shown as mean ± SD (*n* = 3 per group). Statistical significance was determined using Students *t* test p<0.05.

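Of the 16 genes drawn in Fig. 5B, 15 were measured, and each differed in the drawn direction in 3 of 3 pairs of libraries. *Fgl2*, which encodes a fibrinogen-like protein, averaged 9.1 ± 2.96 CPM (SD, n = 3) with progesterone and 5.99 ± 2.95 CPM (SD, n = 3) with DMSO. *Prss12*, which encodes the serine protease neurotrypsin, averaged 10.4 ± 10.9 CPM and 7.0 ± 7.06 CPM (SD, n = 3 each). *Alas1*, the rate-limiting enzyme of heme synthesis, averaged 182 ± 63.3 CPM and 161 ± 52.9 CPM (SD, n = 3 each). Among the genes drawn as lower, *Clca3b* averaged 257 ± 25.8 CPM and 296 ± 29.7 CPM, and *Il1rn*, the antagonist of the interleukin-1 receptor, averaged 236 ± 30.4 CPM and 270 ± 52.1 CPM (SD, n = 3 each). *Serpina3h* (ENSMUSG00000041449), also drawn as lower, had 0 counts in all 6 libraries. With the replicate number as a block, the log2 fold changes were 0.56 (standard error 0.079) for *Prss12*, 0.63 (standard error 0.11) for *Fgl2* and 0.18 (standard error 0.032) for *Alas1*. They were −0.20 (standard error 0.034) for *Clca3b* and −0.18 (standard error 0.034) for *Il1rn*. *Havcr1*, *Serpina3i*, *Rdh10*, *Pmepa1* and *Pdgfb* lay between −0.18 and −0.16, and *Neat1*, *Plec* and *Prrc2c* between 0.12 and 0.16. Over all genes tested, edgeR's quasi-likelihood test called 2 of the 15 with the block, *Lrp2* and *Tshr*, and 0 without it, and 0 had an unadjusted p under 0.05 without it. Adjusted over the list alone, 15 passed with the block and 0 without it, but the study chose these genes on the same libraries, so this is not independent evidence. All 15 were among the 100 genes with the smallest p with the block, against 1 of them without it. The lowest adjusted p among the lower genes with the block was 0.119 from edgeR. As sets, the genes drawn as lower and as higher passed limma's camera test without the block (adjusted p = 0.00607 and 0.0015), calls that were lost with an estimated correlation (p = 0.0984 and p = 0.0773 with an estimated correlation). Without the block, leaving out single libraries turned the direction of *Serpina3i*, *Rdh10*, *Pmepa1*, *Pdgfb*, *Prss12*, *Tshr*, *Neat1*, *Plec* and *Alas1*, the widest range being that of *Prss12*, from −0.77 to 1.84. With the block, leaving out a whole pair turned none of the 15, and *Prss12* stayed between 0.50 and 0.61.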

**Figure 6:**
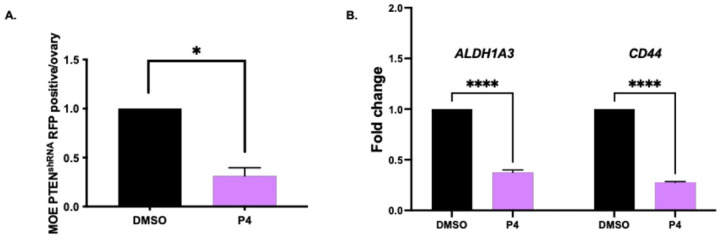
Progesterone reduces adhesion of MOE PTEN^shRNA^ to murine ovary. A. RFP-labeled MOE PTEN^shRNA^ cells treated with 10μM P4 incubated with wounded ovaries for 24h and attached cells were counted. B. qRT-PCR for mRNA levels of *ALDH1A3* and *CD44* expression in P4-treated MOE PTEN^shRNA^ cells. Data collected from at least three biological replicates were analyzed and represented as mean −/+ SEM. One-way Anova was used for A. and Student *t*-test for B.

**Table 1:** List of qRT-PCR primers

Target Gene	Forward primer sequence (5’-3’)	Reverse primer sequence (5’-3’)
*Areg*	GAGGATGACAAGGACCTATC	GTTTCCAAAGGTGCACTG
*FKBP5*	AGGGATGTTGTCAGATGG	TTGATAACCTGGCCTGG
*Pdgfb*	ACAGAGACTCCGTAGATGAA	TCCCTCGAGATGAGCTTT
*Vegfa*	TTCCTACAGCACAGCAGATG	TCTGGCTTTGTTCTGTCTTTCT
*ALDH1A3*	TGGATCAACTGCTACAACGC	CACTTCTGTGTATTCGGCCA
*CD44*	AGCACAATCCAGGCAACTCC	CTGGTATGAGCTGAGGCTGC
*18S*	TCAACTTTCGATGGTAGTCGCCGT	TCCTTGGATGTGGTAGCCGTTTCT

## Data Availability

The datasets generated and analyzed during this current study are available in the GEO repository, [GSE330349] and are also available from the corresponding author upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

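RNA of MOE PTEN shRNA cells was sequenced in 6 libraries, 3 from cells treated with 200nM progesterone and 3 from cells treated with DMSO. The treatment time of 24h comes from the sample labels. The paper's methods describe 3 technical replicates per treatment, while its general statistics section speaks of at least 3 biological and technical replicates for all conditions. With treatment in the fit, 60.6% of genes differed between replicate numbers at an adjusted p under 0.05 by edgeR's quasi-likelihood test. The cell cycle genes had a median log2 difference of −1.46 between numbers 2 and 1. Between the 2 libraries of number 2 it was −0.0249 (spread 0.191). These values argue against repeat libraries of the same RNA within a treatment. Whether the numbers stand for separate cultures is open, and no p-value here speaks for cultures beyond these.

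The authors deposited raw counts per Ensembl gene, 1 file per library, whole numbers with no normalization. The submitters list cutadapt 1.13, STAR, HTSeq 0.6.1p1, DESeq2 1.14.1 and the build mm39, without giving the role or order of each, and the libraries are described as directional. The annotation release, the strand setting and the filters on mapping are not stated. The reference at hand is GENCODE M21 on GRCm38, so it was used for gene names and exon lengths alone and no coordinates are given. Names were matched by Ensembl identifier for 52073 of the 56980 genes in the files, which hold 99.82% of the counts. Pseudogenes and near-identical gene copies may share reads, and their values are uncertain. No pair of libraries of a treatment was a duplicate of another, as checked by comparing their counts gene by gene.

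From the counts, edgeR 4.0.16 in R 4.3.3 with limma 3.58.1 was used. Genes were kept by filterByExpr with its defaults (a minimum count of 10 scaled to library size, and a total of 15), which left 15106. Libraries were scaled by TMM, and CPM are scaled the same way. The comparison of progesterone with DMSO used edgeR's quasi-likelihood test over all 6 libraries with no covariate, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called. For *Pdgfb* and *Vegfa*, an exact two-sided permutation test of the 6 CPM values was run as well, as was an exact test that exchanges treatments within the pairs.

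Both treatments carry replicate numbers 1 to 3. Libraries of the same number had correlations of 0.52 to 0.79 in their deviations from the group means, over the limit of 0.1 set for pairing, and the first principal component, with 63.3% of the variance, separated the libraries of number 2 from the others. The pairing thus comes from the values, since neither the paper nor the labels say what a number stands for. The fit was repeated with the replicate number as a block. The biological coefficient of variation was 0.189 without the block and 0.0332 with it.

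31 gene lists were written before the data were examined, as were the tests, the rule for named genes and most alternatives. Most hold pathways, cell types or complexes, but the genes drawn in Fig. 5B as lower and as higher are lists too. The study chose those genes on these libraries, so their lists are not independent evidence. For each list the members called over all genes and adjusted over the list alone were counted, and 30 lists with at least 3 measured members were tested as sets with limma's camera at its preset correlation, with camera at an estimated correlation, and with fry. At an adjusted p under 0.05, 3 lists passed camera without the block and 7 with it, both lists of Fig. 5B genes among them each time. With an estimated correlation, 0 lists passed in either fit. By fry's directional test, 0 lists passed without the block and 1 with it, the genes drawn as higher in Fig. 5B. By its mixed test, in which members can go either way, 0 and 11 lists passed.

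Named are the genes of the paper's text, its Table 1 and Fig. 5B, and up to 4 members of each list with the smallest p. The rule also takes the genes with the largest fold change among the called ones, or the 5 with the smallest p in each direction where fewer pass. The genes of Fig. 5B were seen before the counts.

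The alternatives were DESeq2 1.42.0, limma-voom, edgeR with robust estimation, DESeq2's size factors, no composition factor, no filter, at least 10 counts in every library, thresholds of 0.1, 0.01 and an added log2 fold change of 1, each library left out, and the replicate block. Combinations with the block, pairs left out and a length offset from the M21 exon lengths were added after the data were seen. The comparison was tested on simulated counts drawn for the 15106 genes from the means of each replicate number, with known changes. Without the block, 0%, 0% and 37.9% of genes changed by 1.25-, 1.5- and 2-fold were recovered. With the block, 74.6%, 68.7% and 83.3% were, and 14 of 165 calls were false. Changes under 1.25-fold were not simulated, so these shares do not cover changes as small as that of *Pdgfb*. Genes were drawn independently, without shifts that many genes share within a pair. With no gene changed, 1 simulated data set gave 0 calls without the block. With the block it gave 1 by edgeR, 2 by limma-voom and 0 by DESeq2. In the real counts with the block, edgeR and limma-voom called 2 and 3 genes, which is close. DESeq2 called 10 there, or 3 without its independent filtering, which is not close to 0. With 1 simulated data set, how often such counts arise with no gene changed is not known. Reads, alignments and the qRT-PCR values were not used here.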

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

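The tests of library size, scaling and dilution were chosen only after the result was seen. The libraries of replicate number 2, 1 of each treatment, stood apart from the other 4, a difference between replicate numbers that the paper does not report. With treatment kept in the fit, 9159 of 15106 genes (60.6%) differed between replicate numbers at an adjusted p under 0.05 by edgeR's quasi-likelihood test. *Pgr*, which encodes the progesterone receptor, was higher in number 2 than in number 1 by 1.85 on the log2 scale, at 108 CPM against 30.0 CPM, with 31.2 CPM in number 3. The cell cycle genes were lower in number 2, with a median log2 difference from number 1 of −1.46, and all 38 measured members differed between numbers.

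Library size is an explanation that the values argue against, since the libraries of number 2, whose totals were the highest and next to the lowest, differed from each other by a median of −0.0249 (spread 0.191) in the cell cycle genes. Scaling would move all genes of a library alike, but the medians of the immediate early and the cell cycle genes lay 2.18 apart (spread 0.947). Dilution by RNA of other cells would lower the markers of secretory oviductal epithelium about as much as the cell cycle genes, and their median log2 difference was 0.0764 (spread 0.526). What stays open is a difference between the cultures or days behind the numbers, since neither the labels nor the paper say what a number stands for. No biological explanation was tested, because the design names treatment alone and number 2 holds 1 library of each.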

How the results depend on the processing

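The combinations of the replicate block with another setting, the runs without a pair and the length offset were chosen only after the result was seen. The count of 0 differentially expressed genes held in each setting run without the block, that is DESeq2, limma-voom, robust edgeR, both other scalings, both other filters, all other thresholds, the length offset and each library left out. The block (edgeR) gave 2 genes, and so did the block with no composition factor or with at least 10 counts in every library. With the block, limma-voom gave 3 and the length offset 4. An adjusted p under 0.1 with the block gave 5. DESeq2 with the block gave 10 (3 higher and 7 lower) over the 4270 genes that its independent filtering kept, 3 without that filtering over 15106 genes and 3 with all genes. At an adjusted p under 0.1 it gave 17 over 2220 genes, and 6 without independent filtering. The unadjusted p-values are shared by the versions with and without filtering. At a given threshold their counts thus differ by which genes, and how many, are adjusted over. Filtering also cost calls, that of *Tshr* at 0.05 and those of *Lrp2* and *Tshr* at 0.1. The version with all genes is a separate fit. Left-out single libraries or pairs gave 0 to 26 differentially expressed genes, with 26 (9 lower), 19 (6 lower) and 5 (1 lower) without pair 1, 2 and 3. Of the genes drawn in Fig. 5B, the calls in the same order were 2, 2, 2, 3, 3, 3, 7, 3, 3, 10 and 5, and 0 to 5 with single libraries or pairs left out. Gene lists past camera were 3, and 4 with no composition factor, 7 with the block, 2 to 11 with single libraries or pairs left out (5, 5 and 6 without pair 1, 2 and 3), and 0 with an estimated correlation, with the block or without it. The 3 and the 7 lists include both lists of genes drawn in Fig. 5B. The block changed no other call of a gene or list named here than those given. A length offset fitted to the 6106 well expressed genes alone, with the block, called 0 of them, against 1 (*Lrp2*) with no offset. *Vegfa* kept its direction and stayed uncalled in every setting that gave it an adjusted p, from −0.22 to −0.07. *Pdgfb* ranged from −0.33 to 0.026 with libraries left out, and had an adjusted p under 0.05 only with DESeq2 and the block (−0.17, adjusted p = 0.0369, and 0.0224 at the threshold of 0.1, whose filtering keeps fewer genes, over all settings 0.0224 to 0.999995).

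Of 67 named genes, 32 kept their sign with every single library left out, 63 with every pair left out from the blocked fit and 66 in the other settings. The ranges of log2 fold change with libraries or pairs left out, for the genes that turned, were *Serpina3i* −0.45 to 0.15, *Rdh10* −0.66 to 0.38, *Pmepa1* −0.55 to 0.26, *Prss12* −0.77 to 1.84, *Neat1* −0.038 to 0.32, *Tshr* −0.068 to 1.03, *Plec* −0.064 to 0.31, *Alas1* −0.14 to 0.48 among the genes drawn in Fig. 5B. They were *Fkbp5* −0.20 to 0.34, *Aldh1a3* −0.41 to 0.10, *Cd44* −0.21 to 0.00048, *Pgr* −0.80 to 0.96, *Pten* −0.019 to 0.096, *Pax8* −0.059 to 0.074, *Gapdh* −0.27 to 0.072, *Kras* −0.14 to 0.057, *Trp53* −0.21 to 0.10 among other genes the paper names. They were *Dll4* −0.69 to 0.16, *Serpine1* −0.39 to 0.046, *Ccn2* −0.65 to 0.40, *Itga5* −0.42 to 0.20, *Greb1* −0.20 to 0.40, *Per1* −0.0063 to 0.36, *Nfkbia* −0.37 to 0.11, *Hp* −0.94 to 1.74, *Csf2* −0.78 to 0.028, *Junb* −0.40 to 0.064, *Lgr6* −0.25 to 0.059, *Ptgs2* −0.79 to 0.21, *Ier5* −0.25 to 0.019, *Dhrs9* −0.37 to 0.69, *Tnfaip3* −0.45 to 0.19, *Lif* −0.49 to 0.029, *Ccn1* −0.50 to 0.25 among members of the gene lists. *Pax8* was also −0.0018 with no filter. *Fosb* ranged from −0.83 to 0.16, turning without pair 1. The adjusted p of the immediate early genes ranged from 4.9e-07 to 0.832 and their direction turned without progesterone replicate 1 (0.749). The migration list turned without progesterone replicate 1 (0.775) and without DMSO replicate 2 (0.754). A library left out without its partner leaves the difference between replicate numbers in the comparison, and the cause was not tested further. Without the block, that difference limits what the 6 libraries can show, and depth limits genes of few counts such as *Areg*. The length offset was not run as planned, since it needs the annotation of the build mm39, and M21 exon lengths stood in for it.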

Differences from the paper's values

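The settings that combine a tool or threshold with the replicate block, and those that leave out a pair, were chosen only after the result was seen. The paper reports 16 differentially expressed genes, and edgeR without the block called 0. The legend of Fig. 5 ends with a Student's t test at a threshold of 0.05, without saying which panels it covers, and the statistics section names a t test or one-way ANOVA. No adjustment, filter or fold threshold for the RNA sequencing was found in the text or figures, and the paper's supporting information was not at hand, so the counts are not known to share a threshold. Whether the paper's test paired the libraries is not known either. Of the 15 measured genes of Fig. 5B, 15 were among edgeR's 100 smallest p with the block and 1 without it. The drawn genes thus follow the order of the fit with the block more closely. All 18 alternatives set before the data were examined that give this count of differentially expressed genes, from 0 to 2, also differ from the paper's. The 2 come from the replicate block and are *Lrp2* and *Tshr*, both drawn in Fig. 5B, which leaves out 14 of the paper's 16. Among settings chosen after seeing the values, DESeq2 with the block at an adjusted p under 0.1 called 17 differentially expressed genes, the only one within 1.5 times of the paper's count apart from 19 with the second pair left out. Of the 17, 10 are drawn in Fig. 5B and 7 are not, it drops 6 of the paper's 16, *Lrp2* and *Tshr* included, and DESeq2's independent filtering gave an adjusted p to 2220 genes. With that filtering off, the same threshold gave 6 genes, 5 of them drawn in Fig. 5B. The fit without the second pair had 3 of the paper's genes and dropped 13.

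Other settings chosen after seeing the values also call genes of Fig. 5B that edgeR without the block does not. DESeq2 with the block called 10 genes at an adjusted p under 0.05, *Pdgfb*, *Il1rn*, *Lrp2*, *Alas1*, *Clca3b*, *Pmepa1* and *Havcr1* of Fig. 5B among them, and dropped 9 of the paper's 16. Without independent filtering, or with all genes, it called 3 (*Lrp2*, *Tshr* and *Clca3b*) and dropped 13. limma-voom with the block called 3 (*Lrp2*, *Tshr* and *Prss12*) and dropped 13, and so did a length offset with the block, with *Gm43840* as a further call. edgeR with the block at an adjusted p under 0.1 called 5, *Prss12* being added from Fig. 5B, and dropped 13. With no composition factor, or with at least 10 counts in every library, the block called *Lrp2* and *Tshr* and dropped 14. Leaving out the first pair called *Lrp2*, *Tshr*, *Prss12*, *Il1rn* and *Clca3b* and dropped 11. Leaving out the second pair added *Fgl2* to *Lrp2* and *Tshr*, and leaving out the third pair called *Lrp2* and *Tshr* of Fig. 5B and dropped 14.

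For *Pdgfb*, the paper's qRT-PCR value, normalized to 18S, is about 0.42 of the DMSO level in Fig. 5C, read by eye. The ratio here, the fold change of edgeR without the block, is 0.893. For *Vegfa* the paper's value is about 0.49 in Fig. 5C, read by eye, and the ratio here is 0.911. These are different assays. In each of the 14 alternatives set before the data were examined the ratios differ too, with 0.793 to 1.02 for *Pdgfb* and 0.861 to 0.954 for *Vegfa*. The paper states that *Pdgfb* was significantly lower in the RNA sequencing, and its adjusted p was 0.99998 by edgeR without the block and 0.197 with it. It was lower in 3 of 3 pairs, the paper's direction. Fig. 5B draws *Serpina3h* as lower with progesterone, and it had 0 counts in all 6 libraries. A count of 0 in these files cannot tell absent RNA from reads that were not assigned to the gene. Some mitochondrial mRNAs, such as *mt-Co2* and *mt-Co3*, had 0 counts too, while 7 others were measured. The other 15 genes of Fig. 5B went in the drawn direction.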

Other observations

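The gene groups in the first 3 paragraphs were fixed in advance, while the tests of transcript length, of the first pair and of exchanges within pairs were chosen only after the result was seen. Groups of inflammation and growth factor signaling had more members lower than higher after progesterone, by small amounts and with few calls. All log2 fold changes in these paragraphs come from edgeR with the replicate number as a block, and over all genes tested *Lrp2* and *Tshr* alone were called. *Il1rn*, *Serpina3i*, *Pmepa1*, *Tshr*, *Lrp2*, *Rdh10*, *Alas1* and *Neat1*, named below, are drawn in Fig. 5B and were chosen by the study on these libraries, so their calls over a list alone are not independent evidence. Of 30 measured genes of inflammation and the acute phase, 7 were lower and 1 was higher adjusted over the list alone. The lower ones were *Il1rn*, *Serpina3i*, *Csf2*, *Tnfaip3*, *Lif*, *Nfkbia* and *Ptgs2*, with −0.35 for *Csf2*, a cytokine for granulocytes and macrophages, and −0.23 for *Lif*, and the higher one was *Hp* (haptoglobin), with 0.48. *Il1rn* and *Tnfaip3* restrain inflammatory signaling and *Nfkbia* holds NF-κB in the cytoplasm. Of 24 genes of TGF-beta signaling, 4 were lower adjusted over the list alone (*Pmepa1*, *Serpine1*, *Id1* and *Ccn2*), with −0.13 for *Id1* and −0.15 for *Ccn2*. Of 26 genes of the EGFR and MAPK response, 3 were lower (*Phlda1*, *Dusp4* and *Junb*) and 1 was higher (*Erbb3*) adjusted over the list alone, with −0.31 for *Phlda1*, −0.21 for *Dusp4*, a phosphatase that restrains MAPK, and 0.30 for *Erbb3*, a receptor of the EGFR family. As sets by limma's camera with the block, EGFR and MAPK response genes passed (adjusted p = 0.00414, lost with p = 0.287 with an estimated correlation and with 0.567 when pair 1 was left out). The inflammation list (adjusted p = 0.0526) and the TGF-beta list (adjusted p = 0.0916) did not. Cholesterol synthesis genes passed too (26 measured, *Fdps* alone called over the list, with −0.14, adjusted p = 0.0229, lost with p = 0.431 with an estimated correlation, and with 0.534 and 0.124 when pair 2 or pair 3 was left out). Genes of the unfolded protein and integrated stress response passed as well (25 measured, 0 called over the list, adjusted p = 0.0486, lost with p = 0.106 with an estimated correlation, and with 0.253, 0.119 and 0.0906 when pair 1, 2 or 3 was left out).

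Progesterone receptor target genes did not pass as a set with the block (20 measured, camera adjusted p = 0.218). Adjusted over the list alone, 1 of them was higher, *Tsc22d3*, a gene that glucocorticoids also induce, with a log2 fold change of 0.27 (standard error 0.054, adjusted p = 0.192 over all genes by edgeR, higher in 3 of 3 pairs). *Hand2* had 0.49, *Per1* 0.15 and *Greb1* 0.09. In the glucocorticoid-type list (17 measured, camera adjusted p = 0.646), *Tsc22d3* was higher and *Nfkbia* lower over the list alone. Among 14 measured hormone receptors, *Tshr* alone was called over the list (camera adjusted p = 0.105). Of 14 cancer stem cell markers, 4 were lower adjusted over the list alone (*Aldh1a3*, *Cd44*, *Klf4* and *Lgr6*), with −0.23 for *Klf4* and −0.10 for *Lgr6* (camera adjusted p = 0.0916). The first pair carries most of the *Klf4* value, with log2 differences of −0.51, −0.12 and −0.03 in pairs 1, 2 and 3. Without that pair *Klf4* had −0.08. In the hypoxia list (26 measured, adjusted p = 0.166), *Adm* and *Ddit4* were lower over the list alone, with −0.19 for *Ddit4*. In retinoid metabolism (16 measured, adjusted p = 0.538), *Lrp2* and *Dhrs9* were higher and *Rdh10* and *Aldh1a3* lower over the list alone, with 0.18 for *Dhrs9*. Over their lists alone *Alas1* was higher among 15 genes of heme metabolism (adjusted p = 0.569), *Neat1* among 8 nuclear-retained RNAs (0.27), *Kdr* among 6 endothelial markers (0.27) and *Csf1r*, with 0.14, among 2 measured leukocyte markers, too few for a set test.

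No member was called over its list alone, by edgeR with the block, for cell cycle (38 measured, camera adjusted p = 0.476), homologous recombination and PARP (32, 0.417), interferon response (21, 0.538), steroid metabolism (17, 0.995), PTEN, AKT and FOXO (26, 0.569), secretory oviductal epithelium (15, 0.877), ciliated cells (12, 0.27), stromal fibroblasts (8, 0.906), smooth muscle (9, 0.27), mesothelium (5, 0.906) or mitochondrial mRNA (7, 0.942). At an unadjusted p under 0.05 these had at most 2 higher and 2 lower members. The median and the mean log2 fold change differed in sign for steroid metabolism (−0.01 and 0.01), retinoid metabolism (−0.0077 and 0.00064), secretory epithelium (0.01 and −0.01) and mesothelium (0.01 and −0.0019). Without the block, edgeR called 0 members of any list over all genes or over the list alone, and *Klf2* was the only member of a list at an unadjusted p under 0.05. Fry's directional test called 1 list with the block, the genes drawn as higher in Fig. 5B (adjusted p = 0.0129), which the study chose on these libraries. Its mixed test, in which members can go either way, passed 11 lists with the block, these genes (adjusted p = 0.0072), progesterone receptor targets (0.011), glucocorticoid-type genes (0.0028), cancer stem cell markers (0.0028), inflammation (0.0302), interferon response (0.00816), TGF-beta signaling (0.0116), retinoid metabolism (0.0116), hypoxia (0.0116), secretory epithelium (0.000399) and smooth muscle (0.0116), and 0 without it. For the sets of genes drawn in Fig. 5B as lower and higher, p with the block and an estimated correlation was 0.154 and 0.0206 (adjusted p = 0.719 and 0.618), and neither passed.

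The paper reports *Areg*, *FKBP5*, *ALDH1A3* and *CD44* from qRT-PCR, and the following are their values in the RNA sequencing. *Areg* had 27 counts with progesterone and 31 with DMSO over 3 libraries each, and the filter on low counts left it out. With no filter its log2 fold change was −0.18 (standard error 0.60, adjusted p = 0.99998 by edgeR), and −0.24 with the block (standard error 0.45, adjusted p = 0.960 by edgeR). *Areg* thus did not show the paper's rise here, at counts too low to decide it. *Fkbp5* had a log2 fold change of 0.11 (standard error 0.060, adjusted p = 0.739 by edgeR with the block), higher in 2 of 3 pairs. Its ratio without the block was 1.09, against about 1.6 by qRT-PCR in Fig. 5A, read by eye. These are different assays. *Aldh1a3* had −0.15 (standard error 0.039, adjusted p = 0.400 by edgeR with the block) and *Cd44* −0.12 (standard error 0.034, adjusted p = 0.473 by edgeR with the block), each lower in 3 of 3 pairs. The legend of Fig. 6B does not give the progesterone dose behind its *ALDH1A3* and *CD44* values. *Pgr* had 0.08, *Pten* 0.04, *Pax8* 0.01, *Kras* −0.04, *Trp53* −0.05 and *Gapdh* −0.05, none called. The genes with the smallest p without the block, other than *Ephx2* and *Klf2*, were *Junos* (1.17), *Gm15787* (0.82), *Rpl36-ps12* (0.64) and *Rpl3-ps1* (0.63) among the higher ones and *Gm43840* (−1.53), *Gm9512* (−1.24), *Rbm8a2* (−0.85) and *Gm15706* (−0.84) among the lower ones, none called by edgeR. With the block, *Rps25* had 0.42 (adjusted p = 0.122 by edgeR), higher in 3 of 3 pairs. *Rpl36-ps12* and *Rpl3-ps1* are ribosomal pseudogenes that can share reads with their parent genes, so their values are uncertain, as are those of *Junos*, which lies antisense to *Jun*, and of *Rbm8a2*, a copy of *Rbm8a*.

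Genes with long transcripts were among those higher after progesterone, *Lrp2*, *Neat1*, *Plec* and *Prrc2c* of Fig. 5B included. Across 14827 genes with an M21 exon length, the Spearman correlation of length with the log2 fold change with the block was 0.0734, and it was 0.254 across the 6106 of them with a mean above 5 on the log2 CPM scale. Within pairs 1, 2 and 3 it was 0.0893, 0.0363 and −0.0067 across the 14827. With a length offset fitted to all genes and the block, *Lrp2* had a log2 fold change of 0.438 (standard error 0.0443, adjusted p = 0.00301 by edgeR), and 71.3%, 73.5% and 82.2% of the log2 fold changes of *Neat1*, *Plec* and *Prrc2c* were left. That offset left a Spearman correlation of 0.135 among the 6106, so another was fitted to them alone, which left −0.0171. With it, *Lrp2* had 0.433 (standard error 0.0483, adjusted p = 0.0845 by edgeR), against 0.471 (standard error 0.0406, adjusted p = 0.0189 by edgeR) for the same genes with no offset. Its call ended with 92.0% of the fold change left and a larger standard error, at 0 genes called against 1. *Neat1*, *Plec* and *Prrc2c* had 0.09, 0.08 and 0.12 (standard errors 0.0347, 0.0277 and 0.0258), the smallest being 2.45 standard errors from 0. A trend on length is thus argued against as the whole cause for *Lrp2*, though the study picked this gene too on these libraries. For *Neat1*, *Plec* and *Prrc2c* the values do not decide it, since genes picked as higher would lie above a trend by selection alone. Part of each value could follow the trend, as the 63.3%, 66.2% and 77.4% left for the last 3 show. Chance stays open for those 3, since the study picked them on these libraries and edgeR did not call them with the block before any offset (adjusted p = 0.245, 0.310 and 0.245). DESeq2 with the block at an adjusted p under 0.1 called *Neat1*, *Plec* and *Prrc2c* (adjusted p = 0.0904, 0.0821 and 0.0678).

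Immediate early genes were lower after progesterone as a set (20 measured, camera adjusted p = 0.00607 without the block and 0.0026 with it). The call was lost with an estimated correlation (p = 0.301 without the block and p = 0.389 with it, with an estimated correlation). Adjusted over the list alone, 5 were lower with the block by edgeR, *Klf2*, *Ier5*, *Junb*, *Klf4* and *Ccn1*, with −0.13 for *Ier5* and −0.16 for *Junb*. The median log2 difference was −0.38 (spread 0.364) in the first pair, 0.051 (spread 0.162) in the second and −0.04 (spread 0.0803) in the third, so the first pair carries the median of the set, and without that pair its adjusted p with the block was 0.832. *Klf2* and *Ier5*, the 2 members with the smallest p over all 3 pairs with the block, stayed lower without the first pair. The other pairs helped to pick these genes, so this does not decide whether the difference lies within the first pair only. Without that pair, *Klf2* had a log2 fold change of −0.498 (standard error 0.132, adjusted p = 0.0111 over the list alone by edgeR) and *Ier5* −0.143 (standard error 0.0442, adjusted p = 0.019 over the list alone by edgeR), neither called over all genes. In pairs 1, 2 and 3, *Klf2* had log2 differences of −0.90, −0.56 and −0.42, and *Ier5* −0.12, −0.21 and −0.08. *Egr1* and *Fosb* were higher over the list alone without the first pair, with 0.23 and 0.16, and *Egr1* was then called over all genes too. Of the 18 other members, 6 were lower in both other pairs, where 25% would be 4.5. *Egr1* and *Fosb*, among these 18, were lower in the first pair alone. Their log2 differences were 0.27 and 0.25 in the second pair and 0.19 and 0.08 in the third. For the rest, a difference within the first pair only and a difference between treatments cannot be told apart, since 3 pairs are too few. In all, 8 of the 20 were lower in all 3 pairs and 0 were higher in all 3. Other genes split by pair too. The 7 measured mitochondrial mRNAs were lower by log2 differences of −0.63 to −0.49 in the first pair and higher by 0.20 to 0.32 in the others, and they held 1.35% of the counts of progesterone replicate 1 and 1.95% of those of DMSO replicate 1. Without the first pair, edgeR with the block called 26 genes, and 9 of them are mitochondrial, all higher. A difference in handling between the libraries of the first pair is a candidate explanation that no label allows to be tested.

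Other splits of the libraries were set beside the counts. For differentially expressed genes without the block, 10 of 10 splits of 3 against 3 had a count as large, the real one having 0 and the highest other 0. For gene lists past camera, 8 of 10 splits had a count as large, the real one having 3 and the highest other 9. With the block, the labels can be exchanged within pairs in 4 ways, and 1 of 4 had a count of genes as large (the real one 2, the highest other 1) and 1 of 4 a count of lists as large (the real one 7, the highest other 5). These splits are too few for a share under 0.05. The real counts of lists also include both lists of Fig. 5B genes, which the study chose under the real labels. Those lists favor the real labels in advance, so no conclusion is drawn from the counts of lists. At an unadjusted p under 0.05, the split of progesterone 1, progesterone 2 and DMSO 2 against the rest had 4081 genes, against 57 in the real one, which points to a structure of the libraries that follows the replicate numbers.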
